A study of Homo sapiens with 8 samples. Its data were reported in "Distinct and overlapping control of 5-methylcytosine and 5-hydroxymethylcytosine by the TET proteins in human cancer cells" (2014).

How the data were processed

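RNA levels were measured in NCCIT cells, a human embryonic carcinoma line, after transfection of small interfering RNA against TET1, TET2 or TET3 (siTET1, siTET2, siTET3) or of a non-targeting control (siNTC). Each of the 4 groups had 2 arrays, 8 in all. Per the labels, biotin-labelled cDNA was made from 250 ng of total RNA and hybridised to Affymetrix Human Gene 1.0 ST arrays.

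The deposited table holds log2 intensities, which the authors normalized between arrays. Partek is named for this step, and its version, the background correction and the summarization are not given in the sources used here. The columns had near-equal but not identical quartiles, and the genes were not centred. Values ran from 3.13 to 14.75 over 33297 transcript clusters, the probe groups of this array design. The annotation of the array gave exactly 1 gene symbol to 19460 clusters (58.4%), several symbols to 1754 and none to 12083. Only clusters with 1 symbol entered the comparisons, and a gene with several such clusters (769 genes) was represented by the one with the highest mean over all 8 arrays, which left 18417 genes. Chromosomes and the order of genes came from the reference annotation of the assembly GRCh38.p14. The number of arrays limits the precision. As a measure of background, the 95th percentile of the means of 360 olfactory receptor genes was used, at a log2 value of 5.21, and 12746 genes (69.2%) lay above it. Where a named gene was not above background on an array of a group, its change is a bound, written as at least N-fold: the mean of the brighter group over that of the dimmer, with each array at the higher of background and its own value.

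The comparisons, tests, gene lists and the rule for naming genes were fixed before the data were examined. A linear model with the 4 groups was fitted to all 8 arrays with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend, 4 residual and 8.55 prior degrees of freedom). Each depletion, and the mean of the 3, was compared with siNTC, and the depletions were compared with each other. The moderated tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison. A gene was called at an adjusted p under 0.05, and counts with at least a 1.5-fold change are given beside it. Fold changes are on the log2 scale, with the standard error of the fit and n = 2 arrays per group. Nothing in the labels says that the replicates were separate cultures, so the p-values measure only the spread between these arrays.

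Of 34 gene lists, 32 had at least 5 measured members and were tested with camera in limma (preset correlation between genes of 0.01, adjusted over the lists), with an estimated correlation as an alternative. Members were also counted after adjustment over the list alone. The correlation of the depletions was set beside 100 simulated sets of unchanged groups that shared the 2 control arrays. Genes were split by mean expression into 3 groups of equal size, and the share of lower genes in the top group was tested with Fisher's exact test, two-sided. Named genes were the TETs, 3 DNA methyltransferases, 4 housekeeping genes and the lineage and pluripotency genes assayed in the study, the 10 genes with the largest changes each way past the test and the same way in both arrays (5 in comparisons between depletions), and up to 4 members of each list. The chromosome and neighbouring-gene comparisons were added after the data were seen. In these, a run joins nearby windows of 25 consecutive genes whose medians exceeded every one of 50 random orders of the genes. It can include genes that lie between such windows.

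The fit was tested on simulated data with known changes: 1.5-fold changes were recovered for 95.5% to 100% of genes and 1.25-fold changes for 49.3% to 55.2%, with 6 to 16 false calls among 18417 genes. The alternatives were quantile normalization, a fit of the 4 arrays of a comparison alone, no intensity trend, genes above background only, the mean of a gene's clusters, replicate number as a block, each array left out in turn, fold thresholds, and 4 alternatives chosen after seeing the data. Clusters with several symbols or none were left out of the comparisons because no value can be assigned to 1 gene. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.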

Results

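The series profiled transcripts in NCCIT cells in which 1 of the 3 TET dioxygenases, the enzymes that oxidise 5-methylcytosine in DNA, had been depleted by RNA interference. The groups siTET1, siTET2, siTET3 and siNTC held 2 arrays each. Median log2 intensities of the arrays lay between 6.22 and 6.27. Replicate arrays correlated at r = 0.995 to 0.997 over genes, arrays of different depletions at 0.993 to 0.996, and siNTC arrays with depletion arrays at 0.986 to 0.990. The siNTC arrays thus stood apart from the arrays of every depletion by more than the depletions stood apart from each other.

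The TET transcripts were examined first, since they show whether each siRNA lowered its target. The TET1 transcript fell in siTET1 to 62.3% of its siNTC level (95% confidence interval 57.9% to 66.9%), a log2 change of -0.68 ± 0.048 with an adjusted p of 2.90e-07. In siTET2 the TET2 transcript fell to 54.4% (47.1% to 62.8%), with -0.88 ± 0.095 and adjusted p = 9.74e-06. A dimmer TET2 cluster, not used for the gene, fell less in siTET2. It was at 7.400 and 7.406 on the siNTC arrays and at 6.588 and 6.964 on the siTET2 arrays. In siTET3 the TET3 transcript fell to 47.4% (38.0% to 59.2%), with -1.08 ± 0.15 and adjusted p = 7.52e-05. Some untargeted TETs moved as well: TET1 fell in siTET2 (-0.30 ± 0.048, adjusted p = 0.000287) and rose in siTET3 (0.42 ± 0.048, adjusted p = 1.69e-05), and TET2 fell in siTET3 (-0.47 ± 0.095, adjusted p = 0.00177). In siTET1, TET2 was not past the test (-0.19 ± 0.095, adjusted p = 0.160). TET3 was -0.34 ± 0.15 in siTET1, with an adjusted p of 0.101, and 0.026 ± 0.15 in siTET2. The TET3 value in siTET1 passed the test without siTET3 replicate 1 or 2, at an unchanged -0.34, and without siNTC replicate 2, at -0.56. Its size depended on the siNTC array. TET3 was at 7.744 and 7.300 on siNTC replicates 1 and 2, and at 7.253 and 7.116 on the siTET1 arrays. Against siNTC replicate 2 alone the decrease is therefore smaller. The TET3 arrays spread most, with an SD of 0.31 in siNTC and 0.31 in siTET3.

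**Figure D1:**
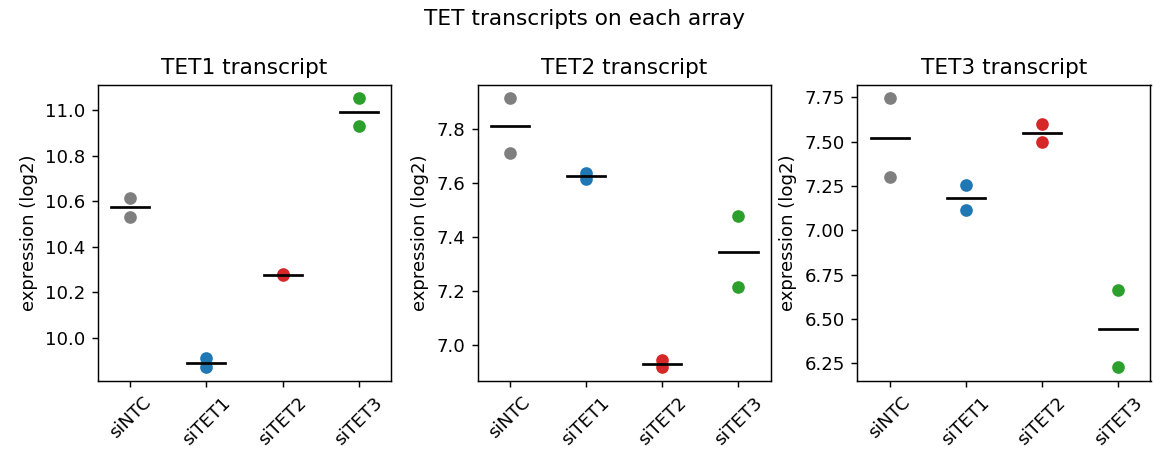
Log2 expression (vertical axes) of TET1, TET2 and TET3 on each array of the 4 groups (points; bars, group means). Each transcript was lowest in the group that targeted it, with means of 9.89 for TET1 in siTET1, 6.93 for TET2 (its brighter cluster) in siTET2 and 6.45 for TET3 in siTET3.

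The comparison of siTET1 with siNTC asked which transcripts depended on TET1. The largest increase was in CLDN16, a claudin of tight junctions, which rose at least 14.1-fold (adjusted p = 2.70e-12) from a siNTC level below background. SLC5A9, a sodium-coupled sugar transporter (2.80 ± 0.087), the TCL1 family member TCL1B (2.52 ± 0.14), the collagen prolyl hydroxylase P3H2 (2.24 ± 0.076) and GREB1L (2.15 ± 0.090) rose next, followed by NRN1, GPR50, DPYSL5, ABCA1 and MAPRE3 at 1.82 to 2.10. ACTG2, a smooth muscle actin, fell most (-3.59 ± 0.091, adjusted p = 6.01e-11), ahead of the protease inhibitor A2M (-3.12 ± 0.11) and the VEGF receptor FLT1 (at least 6.57-fold lower, and above background on 1 of the 2 siTET1 arrays). The zinc finger gene ZNF486 and the pseudogene ZNF826P, the imprinted gene NNAT, IL13RA2, the ERK phosphatase DUSP6 and SCG3 fell as well, at -2.51 to -2.10, and ZNF729 fell to below background (at least 4.30-fold). In all, 6320 of 18417 genes were past the test, 2871 higher and 3449 lower (54.6% lower), and 944 of them, 405 higher and 539 lower, changed at least 1.5-fold.

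Among the fixed lists, hypoxia targets rose as a group in siTET1: 15 of 26 measured members were higher, 3 lower and 8 not past the test, and 19 were past it when adjusted over the list alone (camera adjusted p = 0.000344; adjusted p = 0.668 with an estimated correlation). Examples were the mTORC1 inhibitor DDIT4 (1.15 ± 0.081), the glycolytic regulator PFKFB4 (0.95 ± 0.094) and the collagen cross-linking enzyme LOX (0.88 ± 0.095), while adrenomedullin, ADM, fell (-1.27 ± 0.049). Histone genes were lower, with 26 of 63 lower and 10 higher, 42 past the test when adjusted over the list alone (adjusted p = 0.00768; adjusted p = 0.668 with an estimated correlation). H2AC15 (-1.64 ± 0.047) and H4C4 (-0.91 ± 0.052) fell, and H2AC4 rose (1.56 ± 0.10). No member of either list lay in the 11 runs of neighbouring genes that shifted together, described with the changes common to the depletions. The 412 genes of chromosome 15 had a median of -0.26 in this comparison. After subtraction of the shift of each gene's neighbours, an alternative chosen after seeing the data, the share of lower genes was 49.1%. Histone genes were then no longer past camera (adjusted p = 0.0688). The subtraction also removes a change that adjacent members of a list share, and 0 of the 63 histone genes lay on chromosome 15. The lost call therefore does not tie the histone decrease to a chromosomal shift.

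In siTET2 against siNTC, NRN1, a neuronal growth protein, rose 12.1-fold (3.59 ± 0.076, adjusted p = 7.89e-12) after CLDN16 (at least 13.9-fold, from below background). SLC5A9 (3.08 ± 0.087), the vault RNA VTRNA1-1 (2.83 ± 0.085), P3H2 (2.80 ± 0.076), LOX (2.43 ± 0.095), TCL1B, the hypoxia-inducible repressor BHLHE40 (2.35 ± 0.093) and the small nucleolar RNA SNORA14A were also among the large increases, and the odorant receptor gene OR5P2 rose at least 3.04-fold from below background. ACTG2, A2M and FLT1 fell to below background, by at least 13.7-fold, 9.37-fold and 6.82-fold, and ZNF729 did so by at least 4.30-fold. SHISA3 (-2.61 ± 0.086) fell as well, as did NNAT, ZNF486, IL13RA2, ZNF826P and SCG3 at -2.59 to -2.33. Calls numbered 6675, with 2661 higher and 4014 lower (60.1% lower), and 1135 of them, 442 higher and 693 lower, reached 1.5-fold. On chromosome 15, which holds SCG3, the median change was -0.29.

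Hypoxia targets gave the strongest group change in siTET2. Of 26 measured, 20 rose, 1 fell and 5 were not past the test, with a median of 0.58, and 23 were past the test when adjusted over the list alone (camera adjusted p = 1.21e-15; adjusted p = 0.145 with an estimated correlation). DDIT4 (2.01 ± 0.081), PFKFB4 (1.88 ± 0.094) and PFKFB3 (1.86 ± 0.053) led with LOX. Immediate early genes, which respond to growth factors and stress, were higher for 8 of 18 and lower for 2, 12 past the test when adjusted over the list alone (adjusted p = 6.75e-05; adjusted p = 0.252 with an estimated correlation), with increases of FOS (1.78 ± 0.076), EGR1 (1.11 ± 0.060), JUN (1.11 ± 0.097) and FOSB (at least 1.85-fold, from below background). Small nucleolar RNAs, guides of RNA modification, were higher for 91 of 192 and lower for 36, 138 past the test when adjusted over the list alone (adjusted p = 4.26e-08; adjusted p = 0.415 with an estimated correlation), among them SNORA14A (2.06 ± 0.080) and SNORD45B (1.42 ± 0.072). Of this list, 30 members lay in the shifted runs and 23 on chromosome 15. The RNA interference machinery was higher for 6 of 13 genes and lower for 1, 7 past the test when adjusted over the list alone (adjusted p = 0.038; adjusted p = 0.526 with an estimated correlation), with AGO4 at 0.67 ± 0.076 and PRKRA, which fell, at -0.60 ± 0.056. With the neighbours' shift subtracted this list was not past camera (adjusted p = 0.106).

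Lists that were lower in siTET2 included cholesterol synthesis and uptake, in which 12 of 19 genes fell, none rose and 13 were past the test when adjusted over the list alone (camera adjusted p = 0.000104; adjusted p = 0.145 with an estimated correlation). HMGCS1, an early enzyme of the pathway, fell (-0.77 ± 0.033), as did SC5D (-0.81 ± 0.046) and DHCR7 (-0.64 ± 0.037), both of its last steps. Histone genes fell for 29 of 63 and rose for 7, 42 past the test when adjusted over the list alone (adjusted p = 0.000642; adjusted p = 0.452 with an estimated correlation). Cell cycle genes fell for 21 of 33 and rose for 7, 29 past the test when adjusted over the list alone (adjusted p = 0.00492; adjusted p = 0.526 with an estimated correlation). The replication licensing gene MCM6 (-0.62 ± 0.059) and the mitotic checkpoint kinase BUB1B (-0.58 ± 0.036), which lies in a shifted run of chromosome 15, fell, the cell cycle inhibitor CDKN1B fell as well (-0.55 ± 0.062), and cyclin D1, CCND1, rose (1.19 ± 0.071). None of the 7 lists past camera in siTET2, and none of the 2 in siTET1 and the 5 in siTET3, held with an estimated correlation. For cholesterol genes the estimate was -0.0074, below the preset 0.01. A higher correlation between members therefore does not account for the loss of the cholesterol calls.

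In siTET3 against siNTC, CLDN16 (at least 13.4-fold, from below background), SLC5A9 (2.71 ± 0.087), TCL1B (2.44 ± 0.14) and NRN1 (2.35 ± 0.076) rose most, and VTRNA1-1, P3H2, SNORA14A, H2AC4, ABCA1 and DPPA3, a maternal factor that guards DNA methylation (1.59 ± 0.032), followed. Decreases were largest for ACTG2 (-3.64 ± 0.091), SHISA3 (-3.22 ± 0.086), A2M (-3.17 ± 0.11) and FLT1, which fell to below background (at least 6.82-fold), and included the transcription factor NFIA (-2.42 ± 0.092) and the peptide receptor GRPR (-2.36 ± 0.12) beside NNAT, IL13RA2, ZNF486 and ZNF826P. Of 6646 genes past the test 2533 were higher and 4113 lower (61.9% lower), and 1089, 322 higher and 767 lower (70.4% lower), reached 1.5-fold. The median of chromosome 15 genes was -0.33.

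Group changes in siTET3 included 16 higher and 2 lower hypoxia targets of 26, 19 past the test when adjusted over the list alone (camera adjusted p = 2.85e-08; adjusted p = 0.419 with an estimated correlation), led by LOX (1.26 ± 0.095) and PFKFB3 (1.13 ± 0.053). Small nucleolar RNAs were higher for 69 of 192 and lower for 44, 123 past the test when adjusted over the list alone (adjusted p = 0.0312; adjusted p = 0.77 with an estimated correlation), with SNORD116-21, in a shifted run of chromosome 15, at -1.26 ± 0.072. Histone genes fell for 32 of 63 and rose for 7, 42 past the test when adjusted over the list alone (adjusted p = 9.27e-05; adjusted p = 0.493 with an estimated correlation). Cholesterol genes fell for 12 of 19, none rose, and 12 were past the test when adjusted over the list alone (adjusted p = 0.000128; adjusted p = 0.286 with an estimated correlation), with HMGCS1 at -0.82 ± 0.033. Cell cycle genes fell for 18 of 33 and rose for 6, 26 past the test when adjusted over the list alone (adjusted p = 0.0144; adjusted p = 0.623 with an estimated correlation). Both CDKN1B (-1.12 ± 0.062) and cyclin B2, CCNB2, in a run of chromosome 15 (-1.03 ± 0.040), fell, and CCND1 rose (1.29 ± 0.071).

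**Figure D2:**
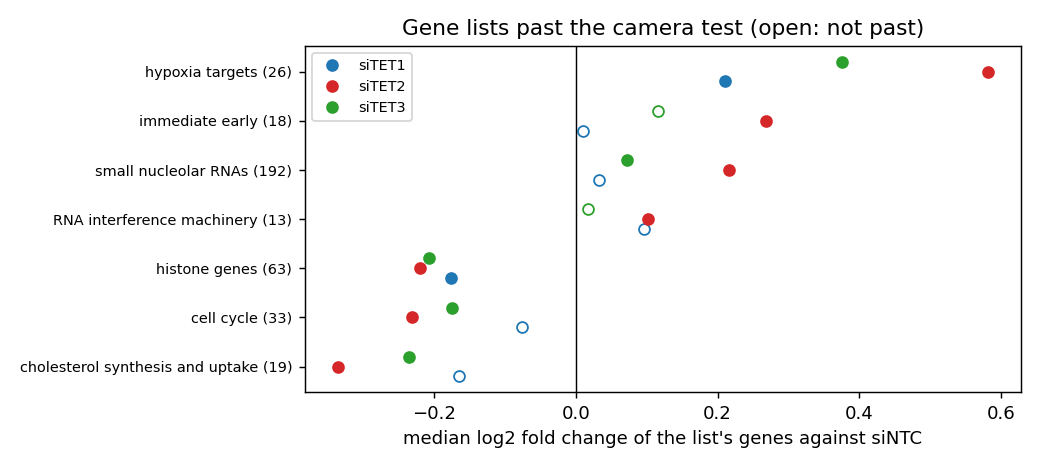
Median log2 fold change against siNTC (horizontal axis) of the members of each gene list past the camera test in at least 1 depletion (measured members in parentheses), for siTET1, siTET2 and siTET3. Filled points were past the test and open points were not; hypoxia targets had the largest median, 0.58, in siTET2.

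Changes common to the depletions were counted next. Every comparison with siNTC rests on the same 2 siNTC arrays, so a difference of the siNTC cells from all other cells, whatever its origin, enters these counts, the correlations and single genes such as CLDN16 in the same way as a response to depletion. The 10 largest shared increases were in CLDN16, at least 13.8-fold higher in the mean of the 3 depletions than its siNTC level below background, SLC5A9, NRN1, TCL1B, P3H2, VTRNA1-1, SNORA14A, the cholesterol efflux pump ABCA1, GPR50 and the membrane metalloproteinase MMP16 (1.66 ± 0.10). Large shared decreases were in ACTG2 (at least 12.7-fold, and above background on 4 of the 6 depletion arrays), A2M, FLT1, SHISA3, NNAT, IL13RA2, ZNF486, ZNF826P, ZNF729 and SCG3 (-2.22 ± 0.085). In the mean of the 3 depletions 7490 genes changed, 3038 higher and 4452 lower (59.4% lower), and 954 of them at least 1.5-fold. All 3 depletions changed 4146 genes the same way, 1600 higher and 2546 lower, which is 45.4% of the 9139 genes changed in any. Independent lists of these sizes would share 225, a number that leaves out what the common siNTC arrays add. With the 1.5-fold threshold 562 genes, 183 higher and 379 lower, were shared. Without a fold threshold, 115 genes past the test in 2 depletions had opposite directions. Fold changes correlated across genes, which are not independent replicates, at r = 0.899 for siTET1 and siTET2, 0.842 for siTET1 and siTET3 and 0.863 for siTET2 and siTET3. Unchanged groups with common controls gave r = 0.50, with a covariance of 0.0039 where the data had 0.0778 to 0.0846.

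Genes that are neighbours on chromosomes also shifted together between siNTC and the depletions, a comparison made after the data were seen. Of 412 genes above background on chromosome 15, 274 fell and 23 rose in the mean of the 3 depletions, with a median of -0.31. The chromosome's median lay between -0.37 and -0.25 on each of the 6 depletion arrays relative to the siNTC mean, and was 0.020 and -0.020 on the siNTC arrays, which measure the spread between replicates. Between depletions it differed by -0.052 to -0.029. Medians of chromosomes 2, 11 and 21 were -0.12, -0.096 and -0.085, that of chromosome 7 was 0.074, and all others lay between -0.041 and 0.021. The 11 runs lay on chromosomes 2, 3, 7, 11, 15 and 20 and held 721 genes. A run of chromosome 3 from BCL6 to DLG1 was higher by a median of 0.28 and holds CLDN16 and P3H2, and a run of chromosome 7 from AMZ1 to VSTM2A, with 175 genes, was higher by 0.31. Lower runs included chromosome 2 from MARS2 to ZFAND2B (-0.36), with the caspase CASP8 and the microtubule gene MAP2, and chromosome 15 from NIPA1 to SNAP23 (-0.36), with the matrix gene THBS1 and CHAC1. The strongest shift over 25 neighbouring genes was -0.89, on chromosome 7 from CHCHD2 to STAG3L4, and chromosome 2 from NR4A2 to FASTKD1 followed with -0.59. Small nucleolar RNAs did not carry the chromosome 15 shift, since its 389 other genes had a median of -0.31. Between depletions, medians over 25 genes exceeded every random order in 28 windows for siTET3 against siTET1 and 15 for siTET2 against siTET1. The largest had sizes of 0.25 and 0.19. For siTET3 against siTET2 the number was 0, and in the mean of the 3 depletions it was 297.

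**Figure D3:**
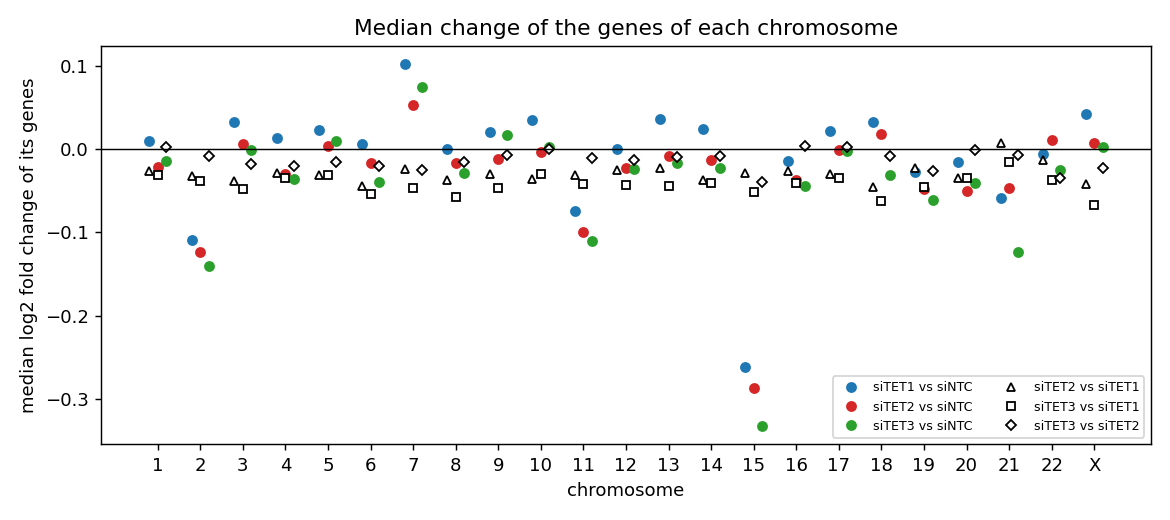
Median log2 fold change (vertical axis) of the genes above background on each chromosome (horizontal axis), for each depletion against siNTC (filled points) and between depletions (open symbols). Chromosome 15 lay at -0.26, -0.29 and -0.33 in the 3 comparisons with siNTC and near 0 between depletions.

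Regulators of DNA methylation and of cell identity were among the fixed lists because TETs act on methylated DNA in pluripotent cells. Of 24 other genes of the DNA methylation machinery, 5 rose and 8 fell in the mean of the 3 depletions (13 adjusted over the list alone; camera adjusted p = 0.999). DPPA3 (1.63 ± 0.026) and DNMT3L (0.64 ± 0.076), a cofactor of de novo methylation, rose, and UHRF1, which recruits the maintenance enzyme, fell (-0.43 ± 0.076), a call that was lost with the mean of its clusters (-0.19 ± 0.076, adjusted p = 0.0627). DNMT1 fell in siTET3 (-0.22 ± 0.042, adjusted p = 0.00124), and was -0.047 ± 0.042 in siTET1 and -0.091 ± 0.042 in siTET2. DNMT3B fell in siTET2 (-0.11 ± 0.038, adjusted p = 0.0371; 0.133 and 0.158 without siTET2 replicate 1 and 2, 0.116 and 0.0885 without siNTC replicate 1 and 2, and 0.185 without an intensity trend), and DNMT3A was -0.043 ± 0.072, -0.10 ± 0.072 and -0.062 ± 0.072 in siTET1, siTET2 and siTET3. Of 26 pluripotency genes 6 rose and 10 fell (19 adjusted over the list alone; camera adjusted p = 0.895), with decreases of the adhesion protein EPCAM (-0.84 ± 0.046) and of PODXL (-0.66 ± 0.029) and an increase of L1TD1 (0.44 ± 0.028). SOX2 fell in siTET2 (-0.13 ± 0.028; adjusted p = 0.0911 without an intensity trend) and siTET3 (-0.19 ± 0.028) and was -0.077 ± 0.028 in siTET1 (adjusted p = 0.0517; 0.0477 and 0.0479 without siTET3 replicate 1 and 2, 0.00366 after quantile normalization and 0.0489 with the mean of its clusters). POU5F1 and NANOG lay only on clusters shared with other genes (3 and 2 clusters), so no value is given.

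Of the 6 lineage markers assayed in the study, HAND1 fell and FOXA2 was higher in the mean of the 3 depletions (2 adjusted over the list alone; camera adjusted p = 0.895). FOXA2 was below background on all 8 arrays, and its call (adjusted p = 0.0300) was lost without siTET1 replicate 1 (0.0541), siTET2 replicate 2 (0.0748), siNTC replicate 1 (0.190) or siNTC replicate 2 (0.0816). The study assayed them after the same depletions, so the list is not independent evidence. HAND1, a trophectoderm and mesoderm factor, fell in siTET1 (-0.84 ± 0.098, adjusted p = 2.02e-05), siTET2 (-0.96 ± 0.098) and siTET3 (-0.85 ± 0.098). ZIC1 in siTET1 (adjusted p = 0.0388; 0.144 and 0.120 without siTET1 replicate 1 and 2, 0.218 without siNTC replicate 1, 0.103 after quantile normalization) and FOXA2 in siTET3 (adjusted p = 0.0269; 0.179 without siTET3 replicate 1, 0.126 and 0.0607 without siNTC replicate 1 and 2, and 0.0583 with 4 arrays) were past the test but below background in both groups, so no fold is given. FOXA2 in siTET1, also below background in both groups, was not past the test (adjusted p = 0.0559). It passed under alternatives: after quantile normalization (0.0155), with 4 arrays (0.0397) and without an intensity trend (0.0446). It also passed without siTET3 replicate 1 or 2. CDX2 (-0.096 ± 0.094, -0.023 ± 0.094 and 0.057 ± 0.094), DLX2 (-0.18 ± 0.12, -0.039 ± 0.12 and -0.024 ± 0.12) and MIXL1 (0.013 ± 0.090, 0.083 ± 0.090 and 0.12 ± 0.090) were not past the test in siTET1, siTET2 or siTET3. Among neuroectoderm genes, 8 of 21 fell and none rose (8 adjusted over the list alone; camera adjusted p = 0.274), including LHX2 (-1.33 ± 0.085), OLIG3 (-1.06 ± 0.093) and, in a shifted run, MAP2 (-0.83 ± 0.056). Trophectoderm genes fell for 5 of 22 (5 adjusted over the list alone; adjusted p = 0.463), including TEAD4 (-0.59 ± 0.060) and TFAP2A (-0.48 ± 0.027), and mesoderm genes for 4 of 22 (4 adjusted over the list alone; adjusted p = 0.58), including TBX5 (at least 1.63-fold, to below background) and KDR (-0.66 ± 0.084). Endoderm genes, FOXA2 among them, rose for 2 and fell for 2 of 17 (2 adjusted over the list alone; adjusted p = 0.895), with GATA6 at 0.37 ± 0.088 (adjusted p = 0.0523 without siNTC replicate 1). HOX genes fell for 3 of 27 (1 adjusted over the list alone; adjusted p = 0.999), of which 4 lay above background.

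Direct comparisons tested where the depletions differed from each other, without the siNTC arrays in the contrast. In siTET2 against siTET1, the immediate early genes FOS (1.71 ± 0.076, adjusted p = 9.75e-08) and EGR1 (1.66 ± 0.060) were highest, followed by LOX (1.56 ± 0.095), NRN1 and BHLHE40 (1.47 ± 0.093). The cadherin CDH9 (-0.95 ± 0.10), TLE5, CCDC25, GATM, which lies on chromosome 15, and TET2 itself (-0.69 ± 0.095) were lowest. Hypoxia targets were higher for 18 of 26 genes and lower for none, with a median of 0.44 and 23 past the test when adjusted over the list alone (camera adjusted p = 5.44e-37; adjusted p = 0.0351 with an estimated correlation). Immediate early genes were higher for 7 of 18 (9 adjusted over the list alone; adjusted p = 0.0351 with an estimated correlation) and small nucleolar RNAs for 61 of 192, with 1 lower (86 adjusted over the list alone; adjusted p = 0.0441 with an estimated correlation). Cholesterol genes were lower for 7 of 19 (13 adjusted over the list alone; adjusted p = 0.0351 with an estimated correlation). A further 5 lists were past camera with the preset correlation and not with an estimated one: cell cycle (10 of 33 lower, 2 higher, 17 adjusted over the list alone), matrix and adhesion genes (3 of 29 higher, 1 lower, 7 adjusted over the list alone), ribosomal proteins (2 of 66 higher, 1 adjusted over the list alone), RNA interference machinery (3 of 13 higher, 3 adjusted over the list alone) and olfactory receptors (3 of 360 higher, 1 lower, 3 adjusted over the list alone), with a median of 0.010 that became -0.0062 after quantile normalization. Genes past the test numbered 1189, 429 higher and 760 lower, and 67 of them, 52 higher and 15 lower, differed at least 1.5-fold. The count was 2370 with the 4 arrays alone. The balance did not hold without an intensity trend (130 higher and 93 lower) or with the spread modelled over all clusters (154 higher and 138 lower). It held without chromosomes 2, 7, 11 and 15, where 331 were higher and 626 lower. Without siTET1 replicate 1 and 2 the counts were 314 (158 lower) and 333 (153 lower), and without siTET2 replicate 1 and 2 they were 248 (107 lower) and 272 (139 lower).

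In siTET3 against siTET1, TET1 (1.10 ± 0.048, adjusted p = 1.54e-07), ANXA1, a phospholipid-binding protein (0.86 ± 0.062), the NODAL co-receptor CRIPTO (0.82 ± 0.038), H2AC15 (0.75 ± 0.047) and the amino acid transporter SLC7A5 (0.72 ± 0.054) were highest. GREB1L (-1.39 ± 0.090), SHISA3 (-1.15 ± 0.086), the spliceosome gene SNRPG (-1.08 ± 0.076), the small Cajal body RNA SCARNA7 (-1.04 ± 0.050) and FREM2 (-1.02 ± 0.13) were lowest. Camera calls were made for 8 lists, none with an estimated correlation (adjusted p = 0.506 for each): hypoxia targets (9 of 26 higher, 1 lower, 12 adjusted over the list alone), immediate early genes (4 of 18 higher, 4 adjusted over the list alone) and small nucleolar RNAs (22 of 192 higher, 9 lower, 31 adjusted over the list alone) were higher, and cell cycle (12 of 33 lower, 3 higher, 18 adjusted over the list alone) and cholesterol genes (6 of 19 lower, 1 higher, 11 adjusted over the list alone) were lower. The other 3 calls were upward for lists mostly below background, and few members were past the test: microRNA genes (6 of 189 higher, 5 lower) had 0 higher and 3 lower when adjusted over the list alone, olfactory receptors (9 of 360 higher, 1 lower) 0 and 1, and HOX genes (1 of 27 higher) 0 and 0. Of 2534 genes past the test, 704 were higher and 1830 lower (72.2% lower, and 61.5% after quantile normalization), and 93, 14 higher and 79 lower, reached 1.5-fold. The count was 1287 without an intensity trend, 1245 with the spread modelled over all clusters, 1294 and 1008 without siTET1 replicate 1 and 2, and 1552 without siTET3 replicate 1.

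In siTET3 against siTET2, the splicing regulator MBNL3 (0.99 ± 0.061, adjusted p = 1.34e-06), H2AC15 (0.89 ± 0.047), POP4 (0.74 ± 0.070), TET1 (0.72 ± 0.048) and ANXA1 (0.69 ± 0.062) were highest. FOS (-1.39 ± 0.076), EGR1 (-1.32 ± 0.060), the chemokine receptor CXCR4 (-1.30 ± 0.11), the mitochondrial pseudogene MTND2P28 (-1.26 ± 0.046) and NRN1 (-1.25 ± 0.076) were lowest. Hypoxia targets were lower for 16 of 26 and higher for 1, with a median of -0.34 (17 adjusted over the list alone; camera adjusted p = 3.57e-14; adjusted p = 0.345 with an estimated correlation). Small nucleolar RNAs were lower for 53 of 192 and higher for 4 (86 adjusted over the list alone; adjusted p = 0.362 with an estimated correlation) and immediate early genes for 7 of 18 (10 adjusted over the list alone; adjusted p = 0.362 with an estimated correlation). RNA interference machinery (4 of 13 lower, 6 adjusted over the list alone; adjusted p = 0.579 with an estimated correlation), ribosomal proteins (17 of 66 lower, 3 higher, 27 adjusted over the list alone; adjusted p = 0.833 with an estimated correlation) and matrix and adhesion genes (10 of 29 lower, 2 higher, 14 adjusted over the list alone; adjusted p = 0.769 with an estimated correlation) were the other camera calls. Of 2244 genes past the test 910 were higher and 1334 lower (59.4% lower, and 48.7% after quantile normalization), and 95, 14 higher and 81 lower, reached 1.5-fold. The count was 1018 without an intensity trend, 1175 with the spread modelled over all clusters, and 887 and 817 without siTET2 replicate 1 and 2.

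**Figure D4:**
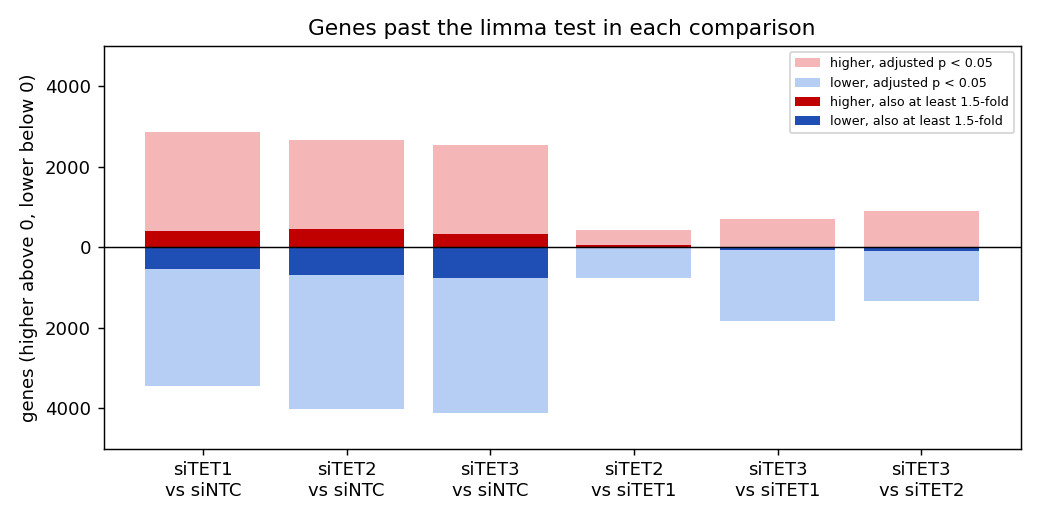
Genes past the limma test (vertical axis; higher above 0, lower below 0) in each comparison, at an adjusted p under 0.05 (pale) and also at least 1.5-fold (dark). Comparisons with siNTC gave 6320 to 6675 genes and comparisons between depletions 1189 to 2534.

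Changed genes were placed in 3 expression groups of equal size, formed on the mean of all 8 arrays. Of lower genes, 57.1% in siTET1, 57.9% in siTET2 and 58.1% in siTET3 lay in the top expression group, which holds 33.3% of all genes (odds ratios 3.44, 3.82 and 3.91; Fisher's exact p = 2.25e-224, 8.21e-291 and 5.17e-306). Higher genes lay there in 61.5%, 59.5% and 57.0%. Among genes that were at least 1.5-fold lower, as for ACTG2 and FLT1, 46.0%, 47.0% and 43.3% lay in the top group. Genes are not independent replicates, and small changes may be called more readily in bright genes, which was not tested.

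The 4 housekeeping genes of the study's transcript assays, GAPDH as its reference and 3 others, changed little. RPL30, a ribosomal protein gene, fell in siTET1 (-0.18 ± 0.033), siTET2 (-0.15 ± 0.033; adjusted p = 0.0728 without an intensity trend) and siTET3 (-0.18 ± 0.033), TUBA1C rose in siTET1 (0.22 ± 0.037) and DYNLL1 fell in siTET2 (-0.15 ± 0.042; adjusted p = 0.155 without siTET2 replicate 2, 0.0571 without siNTC replicate 1 and 0.110 without an intensity trend). GAPDH was -0.031 ± 0.039, 0.081 ± 0.039 and -0.040 ± 0.039 in siTET1, siTET2 and siTET3, with adjusted p-values of 0.595, 0.127 and 0.463. Without siNTC replicate 2 the siTET2 value passed the test (adjusted p = 0.0371). Further values passed the test only under alternatives: TUBA1C in siTET3 after quantile normalization (adjusted p = 0.0403), above background only (0.0495) and without siTET1 replicate 1 or 2 (0.0463 and 0.0466), DYNLL1 in siTET1 with the mean of its clusters (0.0396) and without siTET3 replicate 1 or 2 (0.0442 and 0.0445), and DYNLL1 in siTET3 after quantile normalization (0.0466) and without siTET3 replicate 1 (0.0161). The study assayed these genes after the same depletions, and the list is too short for camera.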

Values the study reported

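By 72 hours of RNA interference, the study measured decreases of 60 to 70% in each TET mRNA by quantitative RT-PCR, relative to GAPDH.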

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

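The olfactory receptor test was chosen only after the result was seen. Transcript clusters without a gene symbol, which entered no comparison, changed in both directions, and their large changes were mostly increases. Past the limma test were 1281 higher and 1388 lower in siTET1, 1651 and 1398 in siTET2 and 1419 and 1399 in siTET3, with medians of -0.054, -0.025 and -0.0093 over all 12083. At least 2-fold higher than in siNTC and past the limma test were 217 of 12083 such clusters in siTET1, 361 in siTET2 and 248 in siTET3, against 41, 52 and 75 at least 2-fold lower. Of the 2-fold higher clusters, 192, 284 and 209 belonged to a block of 4203 clusters whose identifiers precede those of all named clusters, with medians of 0.11, 0.14 and 0.091. The other 7880 had medians of -0.10, -0.068 and -0.041. Whether this block holds control probe sets of the array's maker is not given in the sources used here, so it is open whether its rise concerns transcripts of the cells.

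The rise of these clusters and of small nucleolar RNAs was weighed against 2 explanations, and no biological explanation was tested. More genomic DNA in the RNA of the depletions could raise silent genes too. Olfactory receptor genes had a median of -0.060, but their median level of 4.32 lay below the lower quartile of all genes, 4.90. Genes so near the lowest values exclude nothing, so the test leaves this open. A better recovery of small RNA could raise microRNA genes, and the 59 of them above background had a median of -0.011, within its standard error of 0.050, which does not decide it either.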

How the results depend on the processing

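The alternatives that subtract neighbouring genes, leave out chromosomes, model the spread over all clusters or separate the control arrays were chosen only after the data were seen. For the genes named by rule, 784 results were recomputed. Of 10790 alternative values, 10115 kept their side of the threshold, 637 no longer passed it, 38 newly passed it and 0 calls changed direction. Values that did not pass the threshold may have changed sign, which was not counted. Calls for UHRF1 were lost with the mean of its clusters, for ZIC1 in siTET1 after quantile normalization, for FOXA2 in siTET3 with 4 arrays, and for DNMT3B, DYNLL1, RPL30 and SOX2 in siTET2 without an intensity trend. The 23 main results were within the limits set beforehand with the mean of a gene's clusters and with replicate number as a block. The block left 6675 genes for siTET2 at 6727, and since replicate differences of the groups correlated at only -0.043 to 0.238, the numbers do not pair the arrays. The log2 changes of the targeted TETs held their calls in every alternative run. Signal limits what can be seen, since 5671 genes lay at or below background.

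Changed genes in siTET1, siTET2 and siTET3 numbered 944, 1135 and 1089 with a 1.5-fold threshold on adjusted p and 944, 1135 and 1090 on unadjusted p, the mean of the depletions had 954 with either and the set changed the same way in all 3 had 562 with either, because fewer genes meet both conditions. In the direct comparisons siTET2 with siTET1, siTET3 with siTET1 and siTET3 with siTET2 these thresholds gave 67, 93 and 95 genes (69, 95 and 97 unadjusted). Without an intensity trend they had 223, 1287 and 1018, with the spread modelled over all clusters 292, 1245 and 1175, and siTET2 with siTET1 had 2370 with its 4 arrays alone. Leaving out 1 array gave 248 (without siTET2 replicate 1) to 1615 (without siTET3 replicate 2), 1008 (without siTET1 replicate 2) to 3242 (without siTET3 replicate 2) and 817 (without siTET2 replicate 2) to 2836 (without siTET3 replicate 2). A lone array is there assumed to vary like the other groups.

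The share of changed genes that were lower in siTET1 turned, to 49.1%, with the shift of neighbouring genes subtracted. It was 50.4% without chromosomes 2, 7, 11 and 15, 51.7% above background and 57.1% at 1.5-fold with either p. In siTET2 it was 55.1% with the neighbours' shift subtracted, 57.2% without these chromosomes and 58.0% above background. In siTET3 it was 57.4%, 59.0% without the chromosomes, 57.8% after quantile normalization, 63.6% with 4 arrays, 64.1% with the spread over all clusters and 70.4% at 1.5-fold (70.4% unadjusted). The ranges with 1 array left out were 51.5% to 57.7%, 56.9% to 62.9% and 60.3% to 65.9%.

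The share of lower genes in the top expression group, in siTET1, siTET2 and siTET3, was 51.3%, 52.3% and 53.1% without an intensity trend, 46.3%, 45.8% and 43.2% above background, 46.0%, 47.0% and 43.3% at 1.5-fold with either p, and 61.1%, 62.0% and 60.9% with the spread over all clusters. After quantile normalization it was 58.9% in siTET1 and 56.2% in siTET3, and with 4 arrays 58.9% and 62.0%. With 1 array left out it ran from 54.7% to 64.9%, 55.9% to 65.1% and 58.0% to 61.2%.

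Gene lists past camera numbered 0, 0 and 0 with an estimated correlation, and 1 in siTET1 with the neighbours' shift subtracted, where histone genes had an adjusted p of 0.0688. With separate control arrays the correlations of fold changes were 0.806 for siTET1 and siTET2, 0.752 for siTET1 and siTET3 and 0.776 for siTET2 and siTET3. For siTET1 and siTET2 the value was 0.902 after quantile normalization, 0.909 above background, 0.892 with the neighbours' shift subtracted and 0.892 without the chromosomes. With 1 array left out the ranges were 0.880 to 0.904, 0.783 to 0.850 and 0.808 to 0.870. Where the construction of an alternative does not show it, the cause was not tested.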

Other observations

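The test of the shared response to TET depletion and of the TET2 transcript level, and all comparisons by chromosome, were chosen only after the results were seen.

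In the mean of the 3 depletions 6 lists were past camera, and 0 with an estimated correlation. Hypoxia targets (adjusted p = 1.32e-09), small nucleolar RNAs (0.00215) and immediate early genes (0.0319) were higher. Histone (0.000681), cholesterol (0.000681) and cell cycle genes (0.0446) were lower, and the cell cycle call was lost with the neighbours' shift subtracted (0.102). Further gene lists had no camera call in the mean of the 3 depletions. Angiogenesis genes fell for 12 of 29 and rose for 4 (17 adjusted over the list alone; camera adjusted p = 0.174), with decreases of FLT1 (at least 6.73-fold, and above background on 1 of the 6 depletion arrays), THBS1, at -1.27 ± 0.088 in siTET3, which lies in a shifted run of chromosome 15, and FGF2 (-0.72 ± 0.042), while VEGFA rose in siTET2 (1.06 ± 0.070). Apoptosis regulators fell for 12 of 27 and rose for 6 (20 adjusted over the list alone; adjusted p = 0.61), with CASP8 (-1.15 ± 0.079), in a shifted run of chromosome 2, and BID (-0.77 ± 0.065), both of the death receptor pathway. Targets of p53 rose for 7 and fell for 5 of 24 (14 adjusted over the list alone; adjusted p = 0.499), with increases of GDF15 (at least 1.48-fold, and above background on 1 of the 2 siNTC arrays) and ZMAT3 (0.48 ± 0.035). Genes of the unfolded protein and amino acid stress responses fell for 11 of 23 and rose for 2 (13 adjusted over the list alone; adjusted p = 0.174), with CHAC1, in a run of chromosome 15, at -1.37 ± 0.082 and the serine synthesis gene PSAT1 at -0.59 ± 0.032. Matrix, adhesion and motility genes fell for 14 of 29 and rose for 5 (21 adjusted over the list alone; adjusted p = 0.274), with an increase of the integrin ITGA5 (1.14 ± 0.080) and a decrease of SDC2 (-0.89 ± 0.048).

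Imprinted genes rose for 6 and fell for 7 of 24 (13 adjusted over the list alone; camera adjusted p = 0.999), with NNAT (-2.56 ± 0.054) and its neighbour BLCAP (-0.54 ± 0.041) lower and INPP5F (0.64 ± 0.050) higher. Germline and cancer-testis genes rose for 2 and fell for 4 of 26 (3 adjusted over the list alone; adjusted p = 0.895), with the germ cell gene PIWIL1 higher (at least 1.69-fold, and above background on 1 of the 2 siNTC arrays) and DAZL lower (-0.54 ± 0.083). Genes of TGF-beta, NODAL and BMP signalling rose for 3 and fell for 6 of 20 (9 adjusted over the list alone; adjusted p = 0.999), with CCN2 at -0.63 ± 0.051 and ID1 at 0.39 ± 0.044. Targets of WNT signalling rose for 3 and fell for 4 of 18 (6 adjusted over the list alone; adjusted p = 0.999), with CCND1 at 1.13 ± 0.058. Polycomb subunits rose for 8 and fell for 6 of 26 (14 adjusted over the list alone; adjusted p = 0.399), with JARID2 at 0.42 ± 0.027 and PHF19 at -0.55 ± 0.073. Ribosomal protein genes rose for 19 and fell for 20 of 66 (44 adjusted over the list alone; adjusted p = 0.849), and RPL39L fell at least 2.84-fold, and was above background on 1 of the 6 depletion arrays. Interferon-stimulated genes rose for 1 and fell for 7 of 29 (8 adjusted over the list alone; adjusted p = 0.499), with IFI6 at -0.51 ± 0.083. ZNF genes rose for 86 and fell for 126 of 480 (214 adjusted over the list alone; adjusted p = 0.999), microRNA genes rose for 17 and fell for 32 of 189 (43 adjusted over the list alone; adjusted p = 0.999), and olfactory receptors rose for 13 and fell for 48 of 360 (34 adjusted over the list alone; adjusted p = 0.712). Blood cell markers had no member past the limma test of 14, and fibroblast and stromal markers had 1 higher and 3 lower of 15 (3 adjusted over the list alone; adjusted p = 0.834), with THY1 at -0.48 ± 0.038. Few members of some lists lay above background: 18 olfactory receptors, 59 microRNA genes, 9 interferon-stimulated, 8 germline and 6 stromal genes. Rises and falls in these lists may therefore be changes near background. None of the 13 mitochondrially encoded genes was measured by a cluster with 1 symbol.

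The chromosome-wide shift between siNTC and the depletions was weighed against 4 explanations. For normalization, only a difference in distribution left between the arrays was argued against, since the chromosome 15 median stayed at -0.32 after quantile normalization. The authors' own normalization could not be undone, so it was not tested. Brightness was argued against, because the lowest median of 1000 sets of genes from other chromosomes matched for brightness was -0.060. A difference in copy number between the cells of the siNTC arrays and those of the depletion arrays may account for it: the brighter chromosome 15 genes had a median of -0.36 and the dimmer ones of -0.21, so that both shifted. A shared response to TET depletion cannot be told apart from it, since the chromosome 15 median was only -0.052 in siTET3 against siTET1, its largest difference between depletions, and every depletion array was compared with the same siNTC arrays. With the neighbours' shift subtracted, 84.4% to 86.0% of the calls against siNTC, and 3333 of the 4146 genes changed the same way in all 3 depletions (80.4%), kept their direction and their side of the threshold.

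The increase of hypoxia targets in siTET2 over siTET1 was weighed against 3 explanations. For normalization, a difference in distribution left between the arrays was argued against by a median of 0.45 after quantile normalization. The authors' own normalization could not be undone and was not tested. A lone outlying array was argued against by the 4 pairs of 1 siTET2 and 1 siTET1 array, whose medians were 0.42 to 0.46. The lower TET2 transcript may have a part in it: against siTET1, TET2 was -0.69 ± 0.095 in siTET2 and -0.28 ± 0.095 in siTET3 (adjusted p = 0.0745). The siTET3 value was -0.41 without siTET3 replicate 2. It is smaller from replicate 2 alone, since TET2 was at 7.216 and 7.476 on siTET3 replicates 1 and 2 and at 7.615 and 7.636 on the siTET1 arrays. On the dimmer TET2 cluster the siTET2 arrays, at 6.588 and 6.964, were not both below the siTET3 arrays, at 7.003 and 6.925. The hypoxia median was 0.44 in siTET2 and 0.14 in siTET3, which does not decide between the lower TET2 transcript and the state of the cultures. The study gives its seeding density and medium changes as a protocol for all cultures and not by array, so differences between cultures stay open and untested.

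In the array data TET1 was 37.7%, TET2 45.6% and TET3 52.6% lower in the cells depleted of each than in siNTC. The 95% confidence interval for TET3 was 40.8% to 62.0%. The TET2 value is that of its brighter cluster, and the dimmer one fell less. These decreases are smaller than the ones quoted from the study above, but the interval for TET3 reaches into them. The study's values came from quantitative RT-PCR relative to GAPDH and not from arrays. Whether the cells on the arrays were less depleted was therefore not tested.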
